A study of Homo sapiens with 4 samples. Its data were reported in "RLS-associated MEIS transcription factors control distinct processes in human neural stem cells" (2024).

How the data were processed

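Binding of the transcription factors MEIS1 and MEIS2 was measured by chromatin immunoprecipitation with sequencing (ChIP-seq) in untreated human neural stem cells (hNSC), a commercially supplied culture kept in serum-free medium. The labels give 2 MEIS ChIP samples and 2 Input samples, and the ChIP used a mixture of an anti-MEIS1/2 and an anti-MEIS1 antibody, so a peak does not say which of the proteins was bound. The study calls the first anti-MEIS1/2A and describes it as specific to the A isoforms of both proteins. Binding by other isoforms of MEIS2 may thus be missed. Input is sheared chromatin that was not immunoprecipitated, and the Input samples entered the values only through the authors' peak calling. Samples were grouped by their titles.

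Per the labels, libraries were sequenced as paired reads of 36 bp. The authors trimmed adapters with cutadapt 1.16, mapped reads to GRCh37 (hg19) with bowtie2 2.3.0, kept alignments with a mapping quality of at least 30 with samtools 1.2, and removed duplicates with Picard 2.15.0. The authors called peaks in each replicate on its own against input with MACS2 in paired-end mode at a p-value of 0.01, and the MACS2 version was not stated. The loose threshold is meant for the irreproducible discovery rate (IDR), which ranks peaks in both replicates and keeps those whose ranks hold up; the authors ran IDR 2.0.3 on the 2 lists. The filter on mapping quality removes reads from repeated sequence, so sites inside near-identical repeats can be missed.

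The deposited peak lists give the fold enrichment over input at the summit, which is a linear ratio, and the −log10 p and −log10 q of each peak. The deposited list of reproducible sites gives a scaled IDR score, the −log10 p of the merged site and its summit. These values are the authors' and were used only to describe, rank or filter peaks. The list of reproducible sites also holds 8 columns of per-replicate values, which were not used here; the values of a site in each replicate were taken from the strongest overlapping peak of that replicate. Read counts are not part of a peak list, so the depth of each library is unknown, as is the wash protocol of each replicate, for which the study describes alternatives, and no interval here covers sequencing depth. Wilson 95% confidence intervals on shares cover the number of peaks or sites alone.

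Coordinates were compared with the GRCh37 reference, and every peak lay within its chromosome. Annotation came from GENCODE 44 mapped to GRCh37. A transcription start site (TSS) was the first base of any annotated transcript, and distances were measured from the summit. The position of a named site was described by the canonical transcript of the protein-coding gene it lies in, and its nearest gene was the one with the nearest canonical TSS among protein-coding genes.

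Overlap of replicate peaks was tested with 1000 circular shifts of one list along each chromosome (one-sided), and the share of sites within 5 kb of a TSS with 1000 shifts of the sites (two-sided). The shifts ran over whole chromosomes and were not kept out of gaps in the sequence, where no peak can be called. Consensus sequences were searched on both strands in 500 bp windows centred on summits. Each site was matched with 5 random windows in the same 2% bin of GC content that overlapped no peak of either replicate, drawn from 600000 random windows, and shares were compared with Fisher's exact test (two-sided). The 10 consensuses formed one family for Benjamini-Hochberg adjustment, with a threshold of 0.05. A consensus is a short string and not a weight matrix, so weaker forms of a motif are not counted. The position of TGACAG was tested with an exact binomial test and its relation to strength with a permutation test of 100000 resamples. Clustering was tested with 1000 redraws from all called peaks, keeping the number per chromosome. The share of each of 23 chromosomes was tested with Fisher's exact test against the peaks outside the list, adjusted within each replicate. Peaks and sites are not replicates, so all of these tests describe these libraries and not a population of cultures. Where a p-value was smaller than the smallest number the software can hold, none is given.

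The genes named are the 5 loci MEIS1, MEIS2, MDGA1, NTNG1 and DACH1, which the study inspected, each with its strongest site within 500 kb of the gene body, and the 10 sites with the highest −log10 p. A site's −log10 p is that of the list of reproducible sites. For each of the 10 strongest sites and each site at the 5 loci, it equalled the lower of the 2 replicate values. The position of one of these 10 sites is not reported here. This rule, the tests and most alternatives were fixed before the data were examined. Alternatives changed the overlap required, the strength of peaks, the windows, the background, the annotation, the distances and the replicates used, and each was changed on its own. Alternatives chosen after seeing the data were sites with an IDR of 0.001 or less, the basic and canonical sets of TSS, windows of 100 bp, and hexamers without CpG. With 2 replicates, leaving one out used as many of the strongest peaks of the other as there were sites.

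The tests were tested on simulated data. For the MEIS motif, TGACAG was put into 30% of 5169 windows, and the share of windows with it, 50.9% counting those that had it before, was recovered as 50.9%. These shares had to be equal by construction, so this checks the counting alone. For the overlap, 5% of 40 pairs of random lists had a p-value under 0.05. With 30% of 36796 peaks made to overlap, the share was 31.5% counting the chance overlap of the rest, and 31.1% was recovered. For the partner consensuses, 0 were called in 5169 windows without a difference, and in the same windows, with no TGACAG put in, 20.3% of its occurrences lay within 50 bp of the centre, where 20.4% of positions lie. With TGACAG put near the centre of 30% of the 5169 windows, 57.6% did. For the TSS, the total share of 5169 simulated sites within 5 kb was 47.6% and was recovered as 47.6%, which also had to be equal by construction. For strength, a difference of 8.40 percentile points put into 5169 sites was recovered as 8.81. For clustering, 5169 sites were drawn from a smaller pool than the one tested, the replicate 1 peaks and the sites, and 8.42% had a neighbour against 9.05% in redraws from that pool. It held the replicate 1 peaks of the list beside the sites, so a place could be counted as its own neighbour. For the chromosome test, 4.5% of 200 draws of 5169 peaks gave a call when nothing had been changed. Chromosome 5 was called in 100% of draws after every other site on it was left out, and in 19% of draws another chromosome was called as well, because shares of a whole shift together. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and BLAST 2.17.0.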

Results

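MEIS1 and MEIS2 are homeodomain transcription factors of the TALE class. To locate their binding in hNSC, the authors called peaks in 2 MEIS ChIP replicates against input. Replicate 1 held 36796 peaks and replicate 2 held 47449 peaks, with a median width of 578 bp and 550 bp. The authors' fold enrichment over input had a median of 2.44 in replicate 1 and 3.19 in replicate 2. A −log10 q of at least that of q 0.05 was reached by 62.7% of the peaks in replicate 1 and 64.7% in replicate 2. The number of reads behind each list is unknown.

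The first question was whether the replicates called the same places. Of the replicate 1 peaks, 18047 (49.0%) overlapped a replicate 2 peak by at least 1 bp, against 2.14% ± 0.0776 (SD over 1000 circular shifts), with a one-sided permutation p of 0.000999, the smallest that 1000 shifts can give. Of the replicate 2 peaks, 38.0% overlapped a replicate 1 peak, against 1.66% in the shifted lists. The alternative that moved this most was restricting both lists to peaks with a −log10 p of at least 5, where 75.8% of the replicate 1 peaks overlapped. Overlap rose with strength, from 8.04% (95% confidence interval 7.21 to 8.97) in the weakest 10% of replicate 1 peaks to 99.9% (99.8 to 100.0) in the strongest 10%. In replicate 2, it rose from 4.70% (4.13 to 5.34) to 98.2% (97.7 to 98.5).

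**Figure D1:**
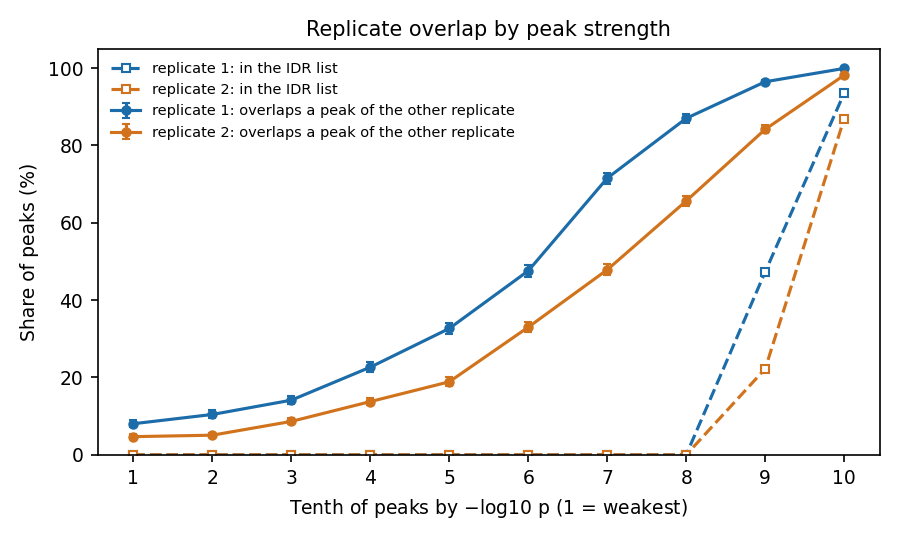
Share of peaks (y axis, %) that overlap a peak of the other replicate (filled circles, with Wilson 95% intervals) or lie in the IDR list (open squares), in 10 classes of −log10 p within each replicate (x axis, 1 is weakest). Overlap reached 99.9% in the strongest class of replicate 1 and 98.2% in that of replicate 2, and no peak of the 8 weakest classes lay in the IDR list.

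Over the 18146 pairs of overlapping peaks, the −log10 p values of the replicates had a Spearman correlation of 0.763 (95% bootstrap interval 0.755 to 0.771). This correlation is across peaks, which are not independent replicates. It was 0.776 over the 5196 pairs in the IDR list and 0.454 over the 12950 pairs outside it. The summits of a pair lay a median of 11 bp apart within the list and 55 bp apart outside it.

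The authors' IDR list held 5169 reproducible sites with a median width of 1086 bp. The lowest scaled score was 830, so all sites had an IDR of 0.01 or less, and 3124 sites had an IDR of 0.001 or less. Within replicate 1, the 5183 peaks in the list had a median −log10 p of 33.8 against 4.12 for the 31613 peaks outside it, a ratio of 8.21. Within replicate 2, the medians were 39.8 for 5182 peaks and 4.23 for 42267 peaks, a ratio of 9.41. Peaks in the list were wider, with a median of 932 bp against 540 bp in replicate 1 and of 976 bp against 521 bp in replicate 2. No p-value was computed for these medians, because IDR selects on strength.

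The position of sites relative to genes was described by the share within 5 kb of a TSS. With the TSS of all annotated transcripts, 1498 sites (29.0%, 95% confidence interval 27.8 to 30.2) lay within 5 kb, against 24.9% ± 0.714 (SD) in 1000 circular shifts, with a two-sided permutation p of 0.002, the smallest that these shifts can give. The shifts also covered stretches where no peak can be called, so the shifted share may be too low. Part of the excess over it may come from this. The share of sites near a TSS depended most on the annotation. With canonical TSS of protein-coding genes only, an alternative chosen after seeing the data, it was 8.43% (7.71 to 9.22) against 5.59% in the shifts. Peaks outside the list lay near a TSS more often than peaks in it. In replicate 1, the shares were 36.3% and 29.1% (odds ratio 0.718 for peaks in the list, Fisher's exact test p 9.84e-25), and in replicate 2, 33.1% and 29.0% (odds ratio 0.826, Fisher's exact test p 2.41e-09).

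TGACAG is the core of the MEIS binding motif, and its frequency at sites was set against that in GC-matched windows, which hold it by chance. It was present in 3012 sites (58.3%, 56.9 to 59.6) and in 28.9% (28.4 to 29.5) of 25845 GC-matched windows, an odds ratio of 3.43 (95% confidence interval 3.23 to 3.65). The mean GC content was 43.0% in both sets. As many of the strongest peaks of each replicate taken alone gave a share of 58.1% ± 0.821 (SD, n = 2). In windows of 200 bp, the odds ratio was 5.63. Occurrences lay at the summit: 55.1% (53.6 to 56.6) of 4292 occurrences were centred within 50 bp of it, where 20.4% of the positions lie.

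**Figure D2:**
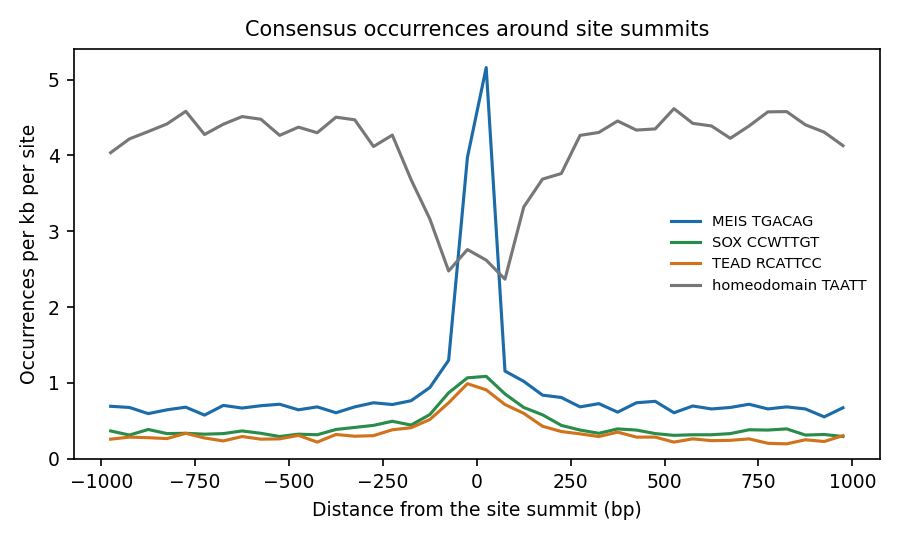
Occurrences of 4 consensuses per kb and site (y axis) by distance from the summit in bp (x axis), in bins of 50 bp over the 5169 reproducible sites. TGACAG reached 5.16 occurrences per kb just downstream of the summit coordinate, and TAATT fell to 2.37 between 50 and 100 bp.

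Ranking all 2080 hexamers by the ratio of their share in sites to their share in GC-matched windows put TGACAG at rank 29, with a ratio of 2.01. The first rank was CGCGCG, present in 1.30% of sites and 0.348% of matched windows, and GACAGC, which overlaps TGACAG, had rank 4 with a ratio of 2.39. In windows of 200 bp, TGACAG had rank 2, behind GACAGC.

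Consensuses of factors that could bind beside MEIS were compared in the same way. Of the 9 consensuses beside TGACAG, 7 were more frequent at sites than in GC-matched windows after Benjamini-Hochberg adjustment. The composite PBX-MEIS consensus TGAKTGACAG had the highest odds ratio, 9.67 (7.84 to 11.9), with 4.93% of sites against 0.534% of matched windows (Fisher's exact test, adjusted p 6.28e-102). The TEAD consensus was present in 25.8% of sites and 13.3% of matched windows (odds ratio 2.27, Fisher's exact test, adjusted p 1.46e-101), and the SOX consensus in 29.6% and 16.9% (odds ratio 2.08, Fisher's exact test, adjusted p 2.62e-92). The AP-1 and GC box consensuses, included for comparison, had odds ratios of 1.47 and 1.34. That of CTCF was 1.99, from 25 sites, and 1.90 for sites with an IDR of 0.001 or less, where it was no longer called. The CTCF odds ratio was 4.54 in windows of 200 bp, from 19 sites, and 2.79 against flanking windows, and was called in both. The GC box was no longer more frequent at sites further than 5 kb from a TSS, with an odds ratio of 1.02. The homeodomain consensus TAATT was less frequent at sites, 70.2% against 73.3% (odds ratio 0.861, Fisher's exact test, adjusted p 1.32e-05). The longer LHX consensus TAATTA was in 18.2% of sites and 16.1% of matched windows (Fisher's exact test, adjusted p 0.000294), but its odds ratio was 0.883 against flanking windows 2 kb away. For the FOX consensus, the odds ratio was 1.11 (0.990 to 1.24) and no difference was detected (Fisher's exact test, adjusted p 0.0769).

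Stronger sites did not carry TGACAG detectably more often. The mean strength percentile of sites with the motif was 1.44 points higher (95% interval of 200 bootstrap draws from -0.336 to 3.21; permutation p 0.0765, two-sided). In 5 classes of strength with nearly equal numbers of sites, the share with TGACAG was, from weakest to strongest, 57.3%, 58.4%, 55.6%, 58.8% and 61.3%. With fold enrichment in place of −log10 p, the difference was 1.93 points (permutation p 0.0173), and among sites further than 5 kb from a TSS it was 2.10 points (permutation p 0.0302).

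Peaks in the list and outside it were then compared for TGACAG within each replicate. In replicate 1, the motif was in 58.5% (57.1 to 59.8) of the peaks in the list and 43.7% (43.1 to 44.2) of those outside it (odds ratio 1.82, Fisher's exact test p 3.31e-87). In replicate 2, the shares were 58.1% (56.8 to 59.4) and 44.4%, with an odds ratio of 1.73 (Fisher's exact test p 3.13e-77). Against only those peaks outside the list with a −log10 p of at least 5, the odds ratios were lower, 1.29 in both replicates, so part of the difference goes with peak strength. Of the replicate 1 peaks outside the list, 12864 overlapped a replicate 2 peak, and 51.3% (50.4 to 52.1) of these held the motif, against 38.5% (37.8 to 39.2) of the 18749 peaks seen in replicate 1 only.

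**Figure D3:**
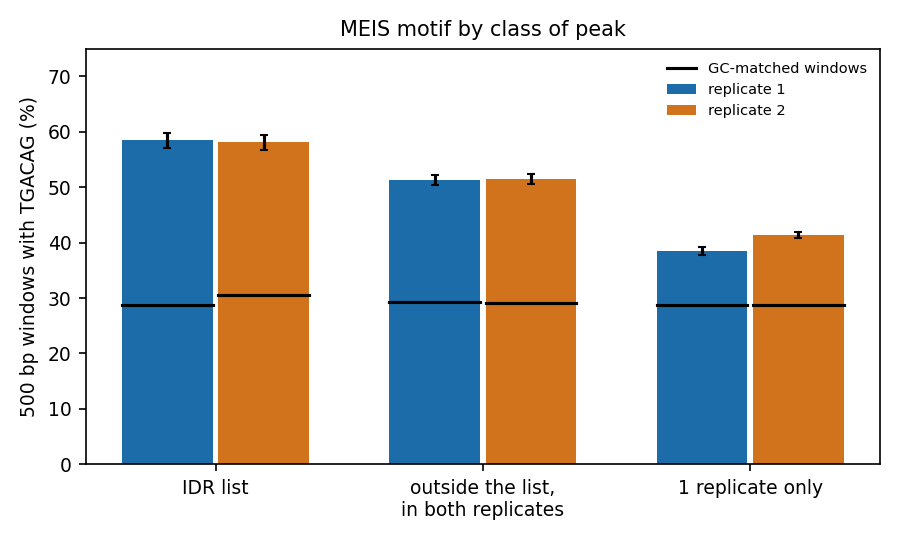
Share of 500 bp windows with TGACAG (y axis, %) in 3 classes of peak (x axis) for each replicate, with Wilson 95% intervals; black lines are GC-matched windows. The shares in replicate 1 were 58.5% in the IDR list, 51.3% outside it but in both replicates, and 38.5% in 1 replicate only.

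Sites lay closer together than called peaks in general. Another site lay within 10 kb of 11.5% of the sites, against 5.25% ± 0.431 (SD) in 1000 redraws from 66099 sites and peaks (two-sided permutation p 0.002, the smallest these redraws can give). The chance share depends on the pool. Redraws from the replicate 1 peaks and the sites, made for the simulated data, gave 9.05%. That smaller pool kept the 5183 replicate 1 peaks in the list beside the sites they overlap, so a redraw could count a place as its own neighbour. Part of the 9.05% can be of this kind, and the sites were not tested against that pool. Across chromosomes, chromosome 5 held more of the sites than of the peaks outside the list in both replicates, with odds ratios of 1.25 (Fisher's exact test, adjusted p 0.00111) and 1.22 (Fisher's exact test, adjusted p 0.00333). Chromosomes 17 and X held fewer in both, with odds ratios of 0.757 and 0.731 in replicate 1 and 0.700 and 0.712 in replicate 2. Chromosomes 13 and 19 were called against replicate 1 only. Against replicate 2 peaks with a −log10 p of at least 5, 0 were called, and 2 had an unadjusted p under 0.05 by Fisher's exact test. Shares of a whole move together, so a lower share elsewhere can raise that of a chromosome.

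The strongest site lay on chromosome 1 from 68606197 to 68608194 (GRCh37), in intron 10 of WLS and 90.6 kb upstream of the TSS of DIRAS3, with a −log10 p of 3132.28 in replicate 1 and 3008.3 in replicate 2 and a fold enrichment of 152 and 288. The next was on chromosome 6 from 94754146 to 94755995, outside protein-coding genes and 626 kb upstream of the EPHA7 TSS, with a −log10 p of 2882. Other sites among the 10 strongest had as their nearest TSS those of NFE2L3 at 399 kb, NR2F2 at 207 kb, G6PC1 at 24.4 kb, PKNOX2 at 70.3 kb, LGR4 at 27.8 kb, PCDH9 at 102 kb and RGMA at 402 kb. The sites nearest PKNOX2, LGR4 and PCDH9 lay in introns of those genes. All 10 lay further than 5 kb from a canonical TSS of a protein-coding gene, and 5 of the 10 had TGACAG in their window. The copy nearest the summit lay 236 bp from it at the EPHA7 site, 176 bp at the PCDH9 site and 49 bp at the NFE2L3 site. At the G6PC1 and LGR4 sites it lay 2 bp and 4 bp away.

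Sites at the 5 named loci were counted within the gene body extended by 500 kb. MEIS1 (ENSG00000143995, chromosome 2 from 66660584 to 66801001) had 3 sites, the strongest from 66466551 to 66467865, outside protein-coding genes and 195 kb upstream of the canonical TSS, with a −log10 p of 64.3. Its TGACAG lay 4 bp from the summit, within TTCGAACTGACAGAAGCACA (66467056 to 66467075). Another site lay in the 5′ untranslated part of exon 1 of MEIS1, with the composite consensus within CTGTGATTGACAGCTGGAGT (66662600 to 66662619), and one in intron 7. MEIS2 (chromosome 15 from 37181405 to 37393500) had 4 sites. The strongest, from 37273428 to 37274374, lay in intron 8 with a −log10 p of 40.7. Its −log10 p was 79.7 in replicate 1 and 40.7 in replicate 2. Another lay in the 5′ untranslated part of exon 1, where the composite was read on the other strand within ACTCCAGCTGTCAATCAAAG (37392135 to 37392154). The remaining MEIS2 sites had CDIN1 as their nearest gene. MDGA1 (chromosome 6 from 37598455 to 37667082) had 2 sites. The stronger, from 37758992 to 37759895, lay 92.2 kb upstream of the gene, with a −log10 p of 27.0 and no TGACAG in its window. Its nearest gene was ZFAND3, with a canonical TSS at 28.2 kb. The weaker lay in intron 10 of BTBD9, and its nearest gene was also ZFAND3.

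NTNG1 (chromosome 1 from 107682629 to 108027545) had 3 sites. The strongest, from 107295281 to 107296921, lay outside protein-coding genes 387 kb upstream of the gene. It ranked 181 of all sites with a −log10 p of 306, and had no TGACAG in its window. Its nearest gene was PRMT6, with a canonical TSS at 303 kb. One site lay in intron 5 of NTNG1. DACH1 (chromosome 13 from 72012098 to 72441342) had 8 sites, of which 4 lay in introns. The strongest, from 71973287 to 71975461, lay 467 kb downstream of the TSS and beyond the end of the gene, with a −log10 p of 159. Among the 200 protein-coding genes nearest in body length, the number of sites at DACH1 stood at the 96th percentile, and 5% of the genes had as many or more. The numbers at MEIS1, MEIS2, MDGA1 and NTNG1 stood at percentiles of 75.8, 79.0, 65.0 and 57.3.

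**Figure D4:**
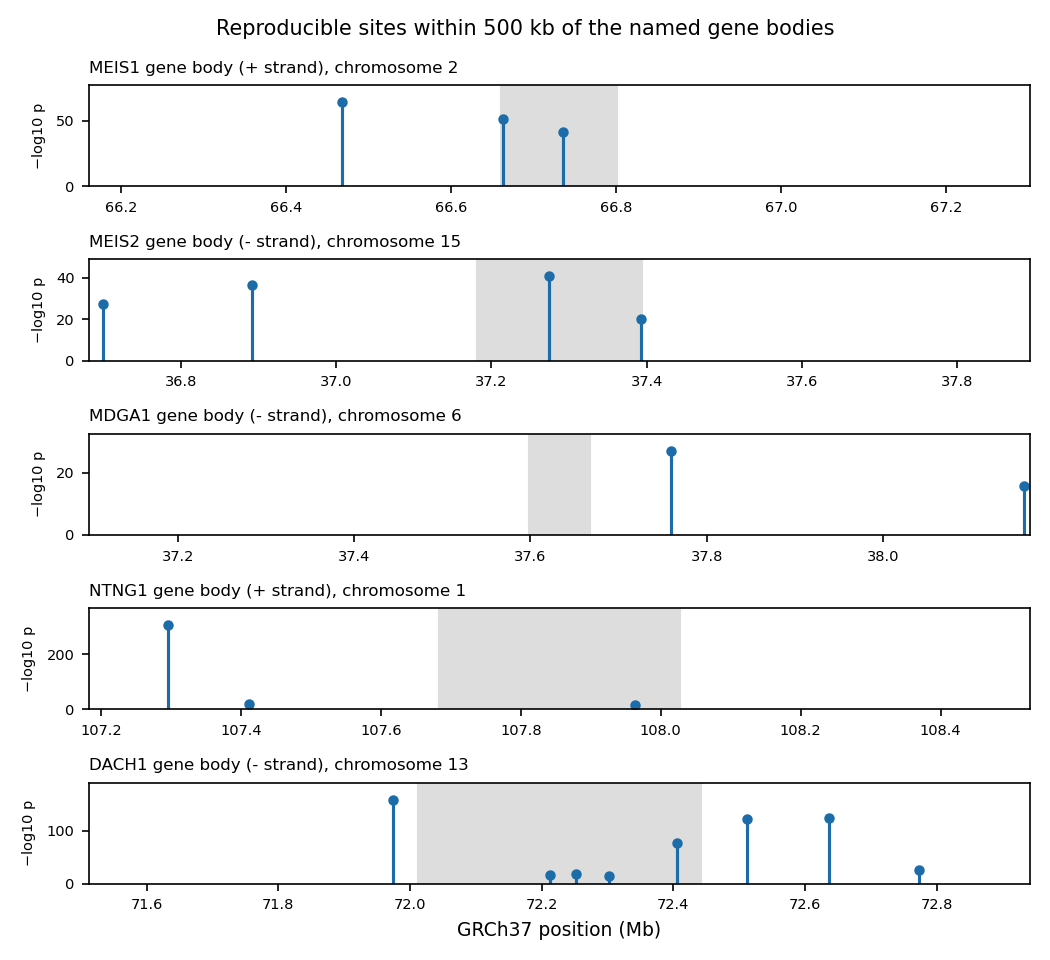
Reproducible sites (blue stems, height is −log10 p on the y axis) by GRCh37 position in Mb (x axis) within 500 kb of the bodies (grey) of the 5 named genes. The tallest stem is the NTNG1 site at a −log10 p of 306, and DACH1 has the most sites, 8.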

Values the study reported

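The study reported 5169 MEIS binding sites, with 12% of them no further than 5 kb from a transcriptional start site. For MDGA1, it described a site 92 kb upstream of the TSS. For NTNG1, it described one of the strongest sites 386 kb upstream.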

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

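The alternatives chosen only after seeing the data were an IDR of 0.001 or less, the basic and canonical sets of TSS, windows of 100 bp and hexamers without CpG. No paired analysis was possible because the Input samples have no values of their own here, so nothing was compared between ChIP and Input. Of the 172 alternative values, 138 kept their direction and their side of the threshold, or stayed within the limit set for a count or a value without a test. The list held no site above an IDR of 0.01 and no overlapping sites, so leaving these out or merging them could move nothing: 29 of the 138 are of this kind and say nothing about stability, which leaves 109 of 143. The number of consensuses called was not computed without one of the replicates.

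The Spearman correlation between replicates was 0.789 with summits within 100 bp, 0.745 for peaks with a −log10 p of at least 5 and 0.733 on fold enrichment. Counting replicate 1 peaks that overlapped a replicate 2 peak, both with a −log10 p of at least 5, gave 13081 places in place of 5169, and an IDR of 0.001 or less left 3124. On fold enrichment, the ratio of medians in and outside the list was 2.75 in replicate 1 and 3.79 in replicate 2. The share of sites within 5 kb of a TSS was 18.0% with protein-coding genes only and 21.7% with the basic set, each above its shifted lists, and ranged from 28.0% to 30.6% across the 2 fits that each left out one replicate. The share of TGACAG occurrences within 50 bp ranged from 55.4% to 56.8% across those fits.

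TGACAG moved from rank 29 among hexamers to rank 13 against flanking windows, rank 2 in windows of 200 bp and rank 2 among hexamers without CpG. The last shows that the hexamers ahead of it were mostly ones with CpG. Motif and strength were related past the threshold on fold enrichment, by 1.93 points, and among sites further than 5 kb from a TSS, by 2.10 points, but not in windows of 200 bp, so this relation depends on the setting. Against flanking windows, the LHX odds ratio reversed to 0.883 and the FOX odds ratio to 0.980; in windows of 200 bp, the FOX odds ratio was 0.961. The flanking windows were not matched on GC and had a mean of 40.9%, against 43.0% at sites. The cause of these changes, and of those in the values above, was not tested.

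Chromosomes called went from 5 to 3 in replicate 1 and from 3 to 0 in replicate 2 with peaks of a −log10 p of at least 5, and to 5 in replicate 2 at an IDR of 0.001 or less. Sites at the 5 loci numbered 12 with gene bodies extended by 100 kb and 12 at an IDR of 0.001 or less, in place of 20, and 29 with gene bodies extended by 1 Mb. By locus, MDGA1 had 2 sites and NTNG1 had 3, which became 1 and 1 at 100 kb, 4 and 7 at 1 Mb, and 1 and 1 at an IDR of 0.001 or less. MEIS2 went from 4 to 2 at 100 kb and DACH1 from 8 to 4 at an IDR of 0.001 or less. Without replicate 2, MDGA1 had 1 site. Among single consensuses and loci, 2 values became weaker and 10 others moved. The unknown depth, and the unknown wash protocol of each replicate, limit the comparison of the number of peaks and of fold enrichment between replicates.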

Other observations

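The tests of TGACAG within 1 kb of a canonical TSS, of the composite near TSS and of variants of TGACAG were chosen only after the results were seen, and the others before their values were seen. The design has one kind of cell and no treated group, so no biological explanation that rests on a difference between groups was tested, and the tests concern the data and the sequence of the sites.

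The share of sites within 5 kb of a TSS was 29.0%. That is higher than the value quoted from the study above. One candidate explanation is the number of TSS in the annotation, and the share fell to 21.7% with the basic set of transcripts, 18.0% with protein-coding genes only and 8.43% with canonical TSS of protein-coding genes. These shares lie on both sides of the quoted value. A shorter distance lowers the share too, to 12.1% within 1 kb of any annotated TSS. The annotation that the study used is not known here, so the source of the difference stays open.

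Peaks outside the IDR list may be thought of as background. The data argue against background without the motif as an account of all of them, since 43.7% of these peaks in replicate 1 and 44.4% in replicate 2 held TGACAG, against 28.6% and 29.0% of GC-matched windows. How many of them are bound cannot be read from these shares.

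Promoter chromatin pulled down without a motif was weighed in the same way. Within 5 kb of a TSS, 58.5% (56.0 to 60.9) of sites had TGACAG, but 24.9% of shifted sites lay as close, so most of these need not be promoter sites and the share says little about promoters. Within 1 kb of a canonical TSS of a protein-coding gene, 65.8% (59.6 to 71.5) of 240 sites had TGACAG, against 30.2% (27.6 to 32.8) of GC-matched windows, which argues against such chromatin as an account of all of them.

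Of the 10 strongest sites, 5 lacked TGACAG, but 63% (53.2 to 71.8) of the 100 strongest had it, against 58.3% of all sites, so strong sites in general did not lack it. These shares count TGACAG anywhere in the 500 bp window and do not place it at the summit. Tandem copies were one possible source of strength. The 100 strongest sites had 0.193 more copies per window on average than the others (permutation p 0.0525, two-sided), and the median was 1 copy in both, where a difference above 1 had been set for this explanation. Sequence with other copies in the genome was another. The prediction first set for it, on repeats marked in the reference, could not be tested because the reference used marks none. An alignment, which finds only close copies, was used in its place. Windows of 9% (4.81 to 16.2) of the 100 strongest sites aligned elsewhere over at least 100 bp at 80% identity, against 11.8% (8.95 to 15.3) of 400 other sites (Fisher's exact test p 0.484). For most strong sites this alignment thus found no such copy, but it can miss diverged ones. Sites with the composite PBX-MEIS consensus stood 3.41 percentile points higher in strength than other sites with TGACAG (permutation p 0.0748, two-sided). This is too small against its spread to tell whether the composite goes with stronger sites.

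The composite was more frequent at sites near promoters, although 212 of the 255 sites with it lay further away. It was in 17.9% (13.6 to 23.3) of the 240 sites within 1 kb of a canonical TSS of a protein-coding gene and in 4.30% (3.77 to 4.90) of the other sites (odds ratio 4.86, Fisher's exact test p 3.08e-14). Promoter sequence in general could hold it more often, but it was in 0.464% (0.379 to 0.569) of 19819 windows placed at random as close to a TSS, with or without a peak, and in 0.333% (0.130 to 0.854) of GC-matched windows of the 240 sites. In peaks as close to a TSS but outside the list, it was in 3.05% (replicate 1) and 3.44% (replicate 2). A candidate explanation is that binding at promoters rests more on the composite than binding elsewhere; this was found from the same data and stays untested, and the consensus search leaves weaker forms uncounted.

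Of the 2157 sites without TGACAG, some may hold a related sequence. Of its 18 one-base variants, 8 were centred within 50 bp of the summit more often than the 95th percentile of 1734 hexamers, which was 28.5% of occurrences, and the median hexamer stood at 19.6%. The highest was TGTCAG at 48.3% (45.2 to 51.4), then TGACAT at 47.0%, TGACAA at 44.1% and TGACAC at 43.8%. All of these 4 hold TGACA on one of the strands and so are not independent. The other 4 above the limit do not hold TGACA and were lower, with intervals that reach below 28.5%: TGACGG at 34.8% (27.3 to 43.2), AGACAG at 30.8% (28.3 to 33.4), CGACAG at 30.7% (23.7 to 38.8) and TGGCAG at 30.4% (27.7 to 33.2). TGACA as a shorter shared core could account for the 4 highest, but was not tested by itself. These variants and the 95th percentile as a limit were chosen after their values were first seen.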
